# Differential expression of skeletal muscle genes following administration of clenbuterol to exercised horses

**DOI:** 10.1186/s12864-016-2945-2

**Published:** 2016-08-09

**Authors:** Heather K. Knych, Linda M. Harrison, Stacy J. Steinmetz, Nadira Chouicha, Phil H. Kass

**Keywords:** Horse, Clenbuterol, Gene expression, TLDA, Microarray, β2 agonist

## Abstract

**Background:**

Clenbuterol, a beta2-adrenergic receptor agonist, is used therapeutically to treat respiratory conditions in the horse. However, by virtue of its mechanism of action it has been suggested that clenbuterol may also have repartitioning affects in horses and as such the potential to affect performance. Clenbuterol decreases the percent fat and increases fat-free mass following high dose administration in combination with intense exercise in horses. In the current study, microarray analysis and real-time PCR were used to study the temporal effects of low and high dose chronic clenbuterol administration on differential gene expression of several skeletal muscle myosin heavy chains, genes involved in lipid metabolism and the β2-adrenergic receptor. The effect of clenbuterol administration on differential gene expression has not been previously reported in the horse, therefore the primary objective of the current study was to describe clenbuterol-induced temporal changes in gene expression following chronic oral administration of clenbuterol at both high and low doses.

**Results:**

Steady state clenbuterol concentrations were achieved at approximately 50 h post administration of the first dose for the low dose regimen and at approximately 18–19 days (10 days post administration of 3.2 μg/kg) for the escalating dosing regimen. Following chronic administration of the low dose (0.8 μg/kg BID) of clenbuterol, a total of 114 genes were differentially expressed, however, none of these changes were found to be significant following FDR adjustment of the *p*-values. A total of 7,093 genes were differentially expressed with 3,623 genes up regulated and 3,470 genes down regulated following chronic high dose administration. Of the genes selected for further study by real-time PCR, down-regulation of genes encoding myosin heavy chains 2 and 7, steroyl CoA desaturase and the β2-adrenergic receptor were noted. For most genes, expression levels returned towards baseline levels following cessation of drug administration.

**Conclusion:**

This study showed no evidence of modified gene expression following chronic low dose administration of clenbuterol to horses. However, following chronic administration of high doses of clenbuterol alterations were noted in transcripts encoding various myosin heavy chains, lipid metabolizing enzymes and the β2-adrenergic receptor.

## Background

Clenbuterol is a β2-adrenergic receptor agonist that is labeled for use in the management of horses affected with airway obstruction. Clenbuterol, a moderately selective β2-adrenergic receptor agonist, causes relaxation of airway smooth muscle by binding to the receptor and activating adenylyl cyclase. Activation of adenylyl cyclase leads to an increase in intracellular concentrations of cyclic adenosine monophosphate (cAMP) and ultimately activation of protein kinase A (PKA). In the airways this inhibits smooth muscle contraction by opening K^+^ channels and down-regulating myosin light chain kinase activity [1].

β2-adrenergic agonists are also known to promote lipolysis and increase muscle mass in many species [2–8]. This repartitioning effect and improvement in muscle growth efficiency has led to the addition of β2-adrenergic agonists such as ractopamine and zilpaterol to feed products for production animals. While not approved for use as a growth-promoting agent, by virtue of its mechanism of action, clenbuterol when administered at high doses has been shown to have similar repartitioning effects in many species [2, 4–7]. Since clenbuterol is an approved therapeutic medication that is commonly used in racehorses, regulators have expressed concern regarding its potential to alter body composition in such a way as to affect performance. Supporting this concern are reports of decreases in the percent fat and increases in fat-free mass following high dose clenbuterol administration (2.4 μg/kg BID) in horses when combined with intense exercise [5]. However, it should be noted that although changes in body mass have been documented in many species, performance is not necessarily improved and in some cases may be hindered [4, 9, 10].

Increases in myofibrillar and structural proteins following clenbuterol administration have been well documented for several years [2–8]. More recently investigators have used gene expression analysis techniques including DNA microarray and qRT-PCR to elucidate the underlying mechanism for these changes [11, 12]. To date the molecular effects of clenbuterol administration on gene expression have been described in production animals and laboratory animal species [11, 12]. Spurlock and colleagues [11] demonstrated changes in the mRNA abundance of multiple genes associated with myogenic differentiation in mice following clenbuterol administration. Increases in expression levels of lipid metabolism related genes were demonstrated in pigs following clenbuterol administration [12]. Investigators speculated that one of these genes, *apoR*, might be critical in reducing fat accumulation [12].

While the effect of high dose clenbuterol on skeletal muscle fiber thickness in the horse has been assessed [6], there are no studies assessing the effects of clenbuterol at the molecular level in this species. Therefore, in the current study we chose to use DNA technology to assess the changes in skeletal muscle gene expression following high dose administration of clenbuterol to horses. Furthermore, studies describing muscle hypertrophy in horses have utilized high doses of the compound [5, 6] and although clenbuterol is labeled for use at doses as high as 3.2 μg/kg twice a day (BID), a more common therapeutic dosing regimen in performance horses in the United States is chronic low dose (0.8 μg/kg, BID) administration. Therefore, the primary objective of the current study was to describe clenbuterol-induced temporal changes in gene expression following chronic oral administration of clenbuterol at both high and low doses. We hypothesized that clenbuterol would affect skeletal muscle gene expression (increased or decreased depending on the gene), relative to baseline levels, in the horse in a dose dependent manner.

## Methods

### Animals, clenbuterol treatment and sampling

Twenty-eight healthy, exercised adult Thoroughbred horses (11 mares and 17 geldings; weight range of 470.7 ± 25.0 kg; age range of 2–6 years) were studied. Horses used in this study were a combination of University and client owned horses. This study was approved by the Institutional Animal Care and Use Committee (University and client owned horses) and the Clinical Trials Committee of the University of California, Davis (client owned horses). For client owned horses, written consent was obtained for participation in the study. Prior to and throughout the course of the study, horses were exercised five days a week. The general exercise protocol was meant to simulate the strenuous exercise of race training. The exercise regimen for these horses consists of three days per week on an Equineciser (Centaur Horse Walkers Inc, Mira Loma, CA, USA) (5 min at walk; 30 min trot; 5 min walk) and two days per week on a high speed treadmill (Mustang 2200, Graber AG, Switzerland; Day 1: 5 min @1.6 m/s; 5 min @ 4 m/s; 5 min @ 7 m/s; 5 min @ 1.6 m/s all at 6 % incline. Day 2: 3 min @ 1.6 m/s; 4 min @ 4.0 m/s; 2 min @ 7.0 m/s; 2 min @ 11.0 m/s and 5 min @1.6 m/s all at 3 % incline). All horses were subject to regular fitness testing, including weekly heart rate measurements and calculation of V_200_ (running velocity that elicited a heart rate 200 bpm) and monthly measurements of end run plasma lactate concentrations, as a means by which to ensure that the fitness level of the horses used in this study were as comparable as possible to the average racehorse.

Prior to commencement of the study, all horses were determined healthy and free of cardiovascular diseases by physical examination, complete blood count and a serum biochemistry panel that included aspartate aminotransferase, creatinine phosphokinase, alkaline phosphatase, total bilirubin, sorbital dehydrogenase, blood urea nitrogen and creatinine. Horses did not receive any other medications for at least two weeks prior to conducting this study.

Twenty-two of the horses received 0.8 μg/kg clenbuterol (Ventipulmin®, Boehringer Ingelheim Vetmedica Inc, St Joseph, MO) PO BID for 30 days and an additional 6 horses received the escalating dosing protocol as described on the manufacturer label for non-responders (0.8 μg/kg, BID × 3 days; 1.6 μg/kg, BID × 3 days; 2.4 μg/kg, BID × 3 days; 3.2 μg/kg, BID for 21 days).

Blood samples were collected at time 0 and at 15, 30, and 45 min, and 1, 1.5, 2, 2.5, 3, 3.5, 4, 5, 6, 8 and 12 h post administration of the first dose and last dose and 18, 24, 36, 48, 60, 72, 84, 96, 108 and 120 h post administration of the last dose. Additionally blood samples were collected every 12 h (immediately prior to administration of each dose (trough concentrations)) throughout the 30-day dosing period. Blood samples were collected by direct venipuncture into EDTA blood tubes (Kendall/Tyco Healthcare, Mansfield MA) and were centrifuged at 3000 × g for 10 min. Plasma was immediately transferred into storage cryovials (Phenix Research Products, Chandler, NC) and stored at −20 ° C until analysis. Drug concentrations were measured by Liquid Chromatography tandem Mass Spectrometry as described previously [13]. 

Muscle biopsy samples were collected one day prior to administration of the first dose of clenbuterol. Additional samples were collected at 48 h and on days 7, 14, and 28 post administration of the first dose. A final sample was collected one-week post administration of the final dose (35 days post administration of the first dose). Muscle biopsies were collected at the same time on each sampling occasion which was approximately 3–4 h post feeding. Horses were not exercised on the day that muscle biopsy samples were collected. For sample collection, horses were sedated with a combination of xylazine (Lloyd Inc, Shenandoah, IA) and butorphanol (Zoetis, Florham Park, NJ). Lidocaine (Aspen Veterinary Resources Ltd, Liberty MO) was administered subcutaneously over the gluteus muscle. A small area over the superficial gluteal muscle was aseptically prepped and a Bergstrom biopsy needle (Dixons Surgical Instruments, Wickford, Essex) used to collect a small sample (approximately 1 g of tissue). The tissue was transferred to a cryovial containing RNA*later* (Qiagen Inc, Valencia, CA) and stored at −20 ° C until processed.

### RNA extraction and quality assessment

Muscle biopsy samples were placed in 600 μl of lysis buffer, contaning 2-β- mercaptoethanol (Qiagen Inc, Valencia, CA). The tissue sample was then transferred to MagNa Green Beads tubes (Roche Diagnostics, Mannhein, Germany). Homogenization was performed using a MagNaLyse (Roche Diagnostics, Mannhein, Germany) at 6000 rpm for 30 s followed by a 1.0 min cool down period. Homogenization intervals were continued until pieces of muscle were no longer visible (≤3 times). Total RNA was purified using an miRNeasy Mini kit (RNeasy Mini, Qiagen Inc, Valencia, CA) and following the manufacturer’s instructions. Total RNA integrity was assessed using the Experion Automated Electrophoresis System (Bio-rad, Hercules, CA). Only RNA samples with RIN ≥ 8 and 260/280 ratios between 1.7 and 2.1 were used [14, 15].

### Microarray analysis

Equine specific microarrays (EquGene-1.0-st; Affymetrix, Santa Clara, CA), containing 504,603 probes representing 30,559 well-characterized genes were used.

To reduce biological noise as a result of genetic variability, each horse (5 horses for low dose administration and 4 horses for the escalating dosing regimen) was analyzed separately and served as their own control for comparison of baseline samples to day 14 (low dose administration) or day 28 (escalating dose regimen). Five biological replicates per time point were tested. Purified total RNA (5 μg) was used for cDNA synthesis in accordance with the Ambion® WT Expression assay kit (Affymetrix, Santa Clara, CA) manufacturer’s protocol. In vitro transcription was used to incorporate biotin labels using the GeneChip® WT Terminal Labeling system (Affymetrix, Santa Clara, CA) and samples hybridized to the Equine microarray. Arrays were washed and stained on a Fluidics Station 450 (Affymetrix, Santa Clara, CA) and scanned on a GeneChip Scanner 3000 (Affymetrix, Santa Clara, CA) in accordance with manufacturer’s protocols.

The microarrays were evaluated for differential gene expression using Transcriptome Analysis Console (TAC) and for hybridization quality control using Expression Console Software (Affymetrix, Santa Clara, CA). In brief, a total of five Cell Intensity Files were generated per time point, uploaded and normalized under the following conditions: PM (perfect match)-only as a PM intensity adjustment and the Robust Multichip Analysis (RMA) quantification method. For evaluation of the assays performance the number of differentially expressed (DE) genes detected between baseline and day 14 (low dose administration) or day 28 (escalating dose regimen) were assessed. Based on the TAC software user’s manual, genes with mean transformed ratios significantly less than −2 and larger than +2 were considered significantly regulated. Significant DE genes were selected by filtering the genes using an ANOVA (*p* value < 0.05). A Pearson’s correlation coefficient was used to calculate linear dependence between time point and baseline samples to evaluate the correlation coefficient, where 1 was a positive correlation and 0 was no correlation. For each probeset, expression at day 14 (low dose administration) or day 28 (escalating dose regimen) was compared to expression at baseline in the same horse using a paired *t*-test. Fold changes and their confidence intervals were calculated by exponentiating (base 2) the mean within-horse difference in expression for each gene and the associated t confidence intervals. *P*-values were adjusted for multiple testing using the False Discovery Rate (FDR) method of Benjamini and Hochberg [16]. Analyses were conducted using the statistical software environment R, version 3.0.2 (R Core Team, 2013). Gene Ontology biological process of differently expressed genes of interest was performed using the most recent Database for Annotation, Visualization and Integrated Discovery (DAVID) 6.8 Beta (https://david-d.ncifcrf.gov/) with the Entrez Gene ID as the primary identifier and *Equus Caballus* as the species.

### Quantification of mRNAs using Taqman low density arrays (TLDA)

Genes that showed significant changes in expression (greatest fold change and statistical significance) following microarray analysis as well as those that have previously been reported to be affected by clenbuterol administration, were chosen as candidate genes for further study. Microarray data were validated by measuring the levels of specific mRNA in muscle biopsy samples at each time point post clenbuterol administration vs. baseline via Taqman Low Density Arrays (TLDA; Affymetrix, Santa Clara, CA) which are pre-loaded 384 well RT-PCR microfluidic cards.

RNA was diluted to a concentration of 2 ng/μl for cDNA conversion using the QuantiTect Reverse Transcription Kit (Qiagen Inc., Valencia, CA). cDNA was then combined with Taqman Universal Mastermix (Affymetrix, Santa Clara, CA) at a final concentration of 2X and then 100ul of each sample loaded onto the TLDA card.

Primers for candidate genes were designed and manufactured by Life Technologies (Affymetrix, Santa Clara, CA). Reference or “housekeeping” genes were used to evaluate the effect of RNA integrity on the array and qRT-PCR performance. Based on stability across all samples studied (TaqMan Protocol [17]) equine beta 2 microglobulin (*β2M*) was used as the endogenous control gene to normalize the qRT-PCR data while human 18 s (hs18s) was used as an internal manufacturing control. Each sample was run in quadruplicate with 10 candidate genes per card. The TLDA cards were then run on a QuantStudio™ 12 K Flex Software v1.2.2 (Affymetrix, Santa Clara, CA). Analysis was performed using ExpressionSuite Software 1.0.3 using Singleplex analysis (Affymetrix, Santa Clara, CA).

Statistical analyses using commercially available software (Stata/IC 13.1, StataCorp LP, College Station, TX) were performed to assess significant differences in expression (fold change) between baseline and each time point as well as between the different time points post clenbuterol treatment. Data was analyzed using a mixed effects analysis of variance, with the horse treated as a random effect, and with time as fixed effects. Post-hoc comparisons were performed with a Bonferonni multiple-comparison adjustment to preserve a nominal significance level of 0.05.

## Results

### Plasma clenbuterol concentrations

The average clenbuterol plasma concentration over time-curves following chronic low dose and escalating dose administrations are depicted in Fig. 1a, b, respectively. Clenbuterol plasma concentrations were below detectable levels by day 7 post administration of the final dose in all 22 horses studied at the low dose and below the LOQ of the assay by day 7 in 5/6 horses receiving the escalating dosing protocol. The terminal elimination half-life was 10.4 ± 4.4 h (mean ± SD) following chronic low dose administration and 46.2 ± 8.37 h (mean ± SD) following administration of the last dose (3.2 μg/kg) of the escalating dosing protocol. Steady state concentrations were achieved at approximately 50 h post administration of the first dose for the low dose regimen and at approximately 18–19 days (10 days post administration of 3.2 μg/kg) for the escalating dosing regimen.

**Fig. 1:**
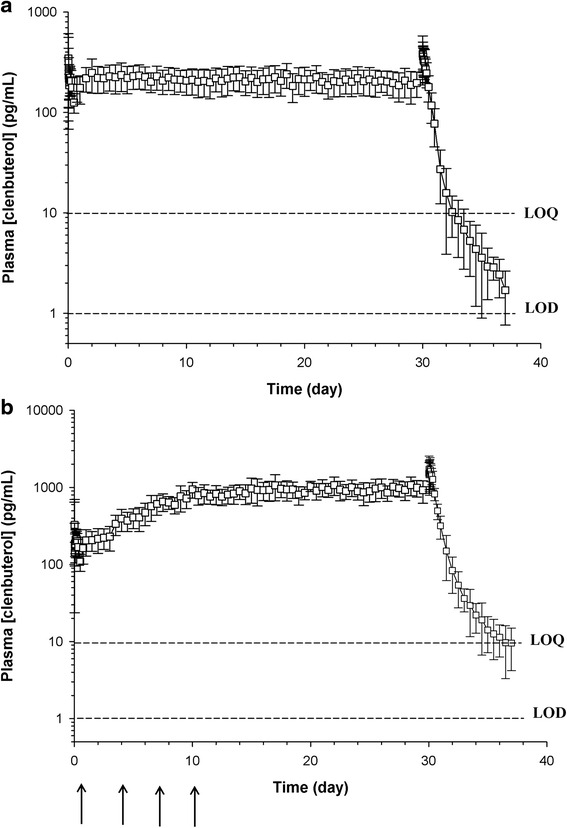
Mean ± SD plasma clenbuterol concentrations vs time following chronic (**a**) low dose and (**b**) high dose administration of (**a**) 0.8 μg/kg Ventipulmin® BID for 30 days to 22 racing fit Thoroughbred horses and (**b**) Ventipulmin® (0.8 μg/kg, BID for 3 days, 1.6 μg/kg, BID for 3 days, 2.4 μg/kg, BID for 3 days and 3.2 μg/kg, BID for 21 days) to 6 racing fit Thoroughbred horses. Arrows indicate administration of a new dose

### CDNA microarray analysis

Equine specific microarrays containing expression profiling of 25,923 well-characterized genes were utilized. The data has been deposited in the NCBI’s Gene Expression Omnibus (GEO) [18] and are accessible through GEO series accession number GSE79559. Baseline samples collected the day prior to drug administration were compared to those collected on day 14 (low dose administration) or day 28 (escalating dose regimen). 

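RNA of superficial gluteal muscle biopsies was hybridized to 18 EquGene-1.0-st arrays, 1 array per biopsy. The low dose regimen had 5 horses, called L1 to L5 here, each with a baseline array and an array from day 14 at 0.8 μg/kg. The escalating regimen had 4 other horses, called E1 to E4, each with a baseline array and an array from day 28, by which time the dose was 3.2 μg/kg. The authors normalized the arrays by the RMA method, and the values are on the log2 scale, 1 for each of 30559 probesets. Of these probesets, 16789 named a single gene symbol (16661 different symbols), 343 named several and 13427 named none. The gene of the keratin-associated protein KRTAP20-2 had no probeset that named it, and MYH1 and MYH4 were named only together with other myosin genes. One value, of 1 probeset in the baseline array of L4, was missing. The median over all probesets of an array lay between 2.5 and 2.69 at the low dose baseline, between 2.42 and 2.74 on day 14, between 4.06 and 4.22 at the escalating dose baseline and between 4.45 and 4.5 on day 28. The standard deviation over the probesets of an array was between 1.31 and 1.69 at the low dose baseline and between 1.2 and 1.75 on day 14, with the arrays of L4 and L5 at 1.2 to 1.41 and those of L1 to L3 at 1.67 to 1.75. It was between 1.71 and 1.80 at the escalating dose baseline and between 1.49 and 1.53 on day 28. Because the arrays of the regimens were not on one scale, changes on the drug were measured within each regimen from its own baseline, with limma and with horse as a block. The changes of the regimens, and their baselines, were also compared with each other. The p-values were adjusted by the method of Benjamini and Hochberg over all probesets, and a probeset with an adjusted p under 0.05 is called here. Genes were grouped into 28 lists, fixed before the data were examined. Each list was tested with camera at a preset correlation of 0.01 against the other genes with a single symbol, 1 probeset for each gene. Camera called 4 lists at the low dose and 20 at the escalating dose, and with an estimated correlation it called 0 at either dose. Fry, which tests a list by itself and not against the other genes, called 0 lists at the low dose and 22 at the escalating dose. The values are fluorescence signals with no counts behind them, and the number of arrays limits the precision.

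**Figure D1:**
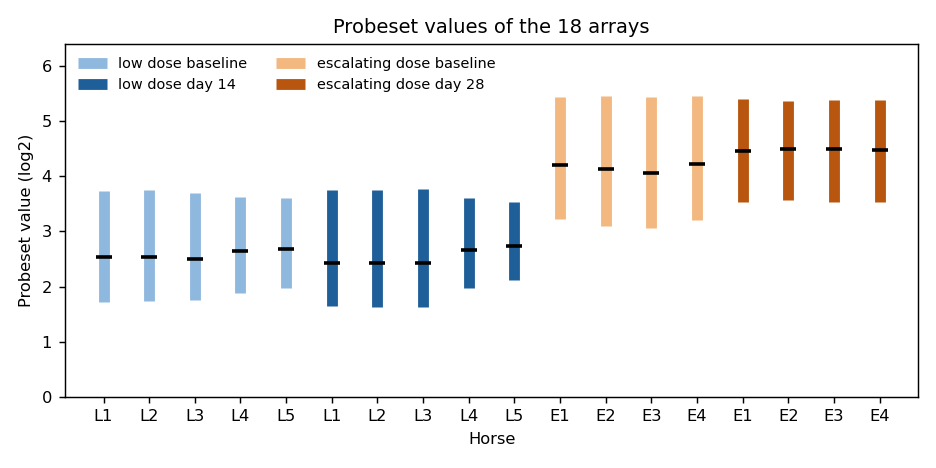
Probeset values of each array (log2, vertical axis) by horse and time point (horizontal axis). Bars span the lower to the upper quartile of all probesets and black marks are medians, which lie between 2.42 and 2.74 at the low dose and between 4.06 and 4.5 at the escalating dose.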

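On day 14 of the low dose, the genes with the smallest p-values were SNX5, which encodes a sorting nexin of the endosomes, CLK4, a kinase of splicing factors, and ARRB2, an arrestin that ends receptor signalling. Their log2 changes from baseline were 1.23 (standard error 0.166), 1.10 (standard error 0.154) and 0.80 (standard error 0.133), each higher in 5 of 5 horses, with adjusted p from limma of 0.348, 0.348 and 0.397. Among genes with a lower value, the olfactory receptors OR1O9 and OR12K5 and the membrane protein LINGO4 had the smallest p-values. Their log2 changes were -1.18, -0.69 and -0.89, each lower in 5 of 5 horses, with adjusted p from limma of 0.361, 0.42 and 0.42. The 9 measured markers of skin epithelium had a median log2 change of -1.48, the largest of the 28 lists at the low dose. Their values on day 14 lay below baseline as a set (camera adjusted p = 3.2e-07, adjusted p = 0.92 with an estimated correlation), with 0 markers lower over all probesets and 7 lower when adjusted over the list alone. KRT1, a keratin of the outer layers of the skin, was at 8.74, 8.97 and 9.26 (log2) at baseline in horses L1, L2 and L3 and at 3.11 and 2.18 in L4 and L5, and lay between 1.65 and 3.15 in all 5 horses on day 14. Keratin-associated proteins of hair (7 measured, median log2 change -0.28, 1 lower when adjusted over the list alone), olfactory receptors (668 measured, median -0.16, 0 lower when adjusted over the list alone) and genes typical of other tissues (27 measured, median -0.12, 0 lower when adjusted over the list alone) were the other lists that camera called lower. Their adjusted p was 0.0199, 1.2e-12 and 0.0199, and each had an adjusted p = 0.92 with an estimated correlation. Without L1 the hair list was at -0.17 and the other tissue list at -0.08, and neither was called, nor was the hair list without L3 (-0.18). Limma called 0 of 30558 tested probesets, 2666 had an unadjusted p under 0.05, and 385 of the tested probesets had both an unadjusted p under 0.05 and a fold change over 2 (112 higher, 273 lower). A paired test of each probeset alone called 2 probesets, a fit of all 18 arrays called 5 and an unpaired analysis of variance called 0. When horses L4 and L5 were left out together, a setting chosen after the data were seen, limma called 178 probesets, 15 higher and 163 lower.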

Following chronic administration of the low dose (0.8 μg/kg BID) of clenbuterol, a total of 114 genes were DE, however, none of these changes were found to be significant following FDR adjustment of the *p*-values. The volcano plot of differentially abundant transcripts generated from microarray analysis is depicted in Fig. 2a.

**Fig. 2:**
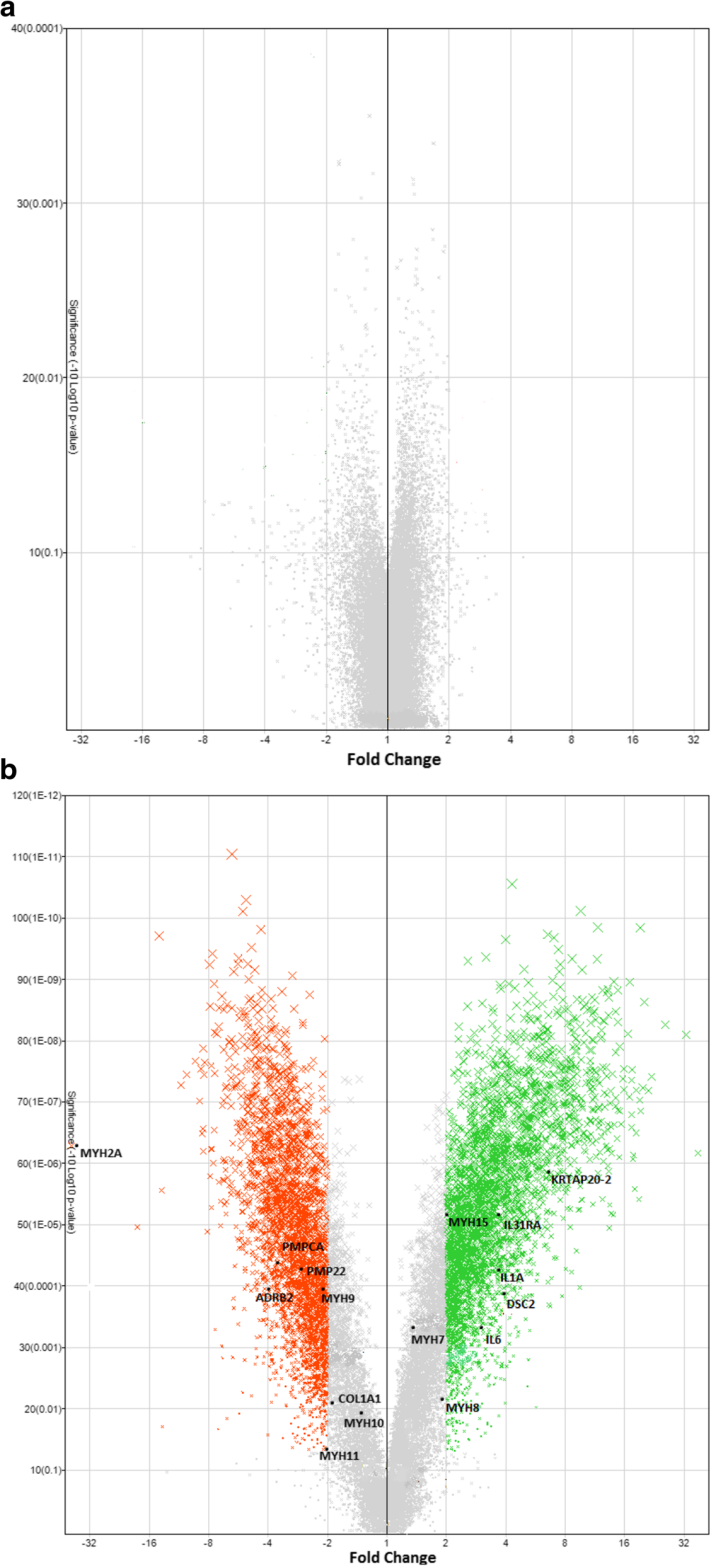
Volcano plot of differentially abundant transcripts at 2 weeks following oral administration of 0.8 μg/kg Ventipulmin® BID for 30 days to 22 racing fit Thoroughbred horses and (b) 4 weeks following oral administration of Ventipulmin® (0.8 μg/kg, BID for 3 days, 1.6 μg/kg, BID for 3 days, 2.4 μg/kg, BID for 3 days and 3.2 μg/kg, BID for 21 days) to 6 racing fit Thoroughbred horses. Red and green dots represent genes that are significantly down-regulated and up-regulated, respectively

Following administration of the escalating dosing protocol increases in expression levels of a number of genes were noted. 

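Among called genes that moved the same way in every horse and have a single symbol (LOC and database numbers left out), the 10 largest increases on day 28 were ranked. All 10 genes encode olfactory receptors, the odorant receptors of the nose. The largest of these increases at the escalating dose was that of OR8U3, from 3.19 ± 0.258 (SD, n = 4 horses) to 7.54 ± 0.333 (SD, n = 4) on the log2 scale, a log2 change of 4.35 (standard error 0.177, adjusted p = 6.45e-05 from limma). A probeset with no single symbol rose by 4.94. Of 668 measured olfactory receptors, 598 rose, 0 fell and 70 did not pass the test, and 617 rose when adjusted over the list alone. Their median log2 change was 1.89 (camera adjusted p = 1.18e-54, adjusted p = 0.105 with an estimated correlation). All 7 keratin-associated proteins of hair rose, over all probesets and adjusted over the list alone, with a median log2 change of 1.15 (camera adjusted p = 0.000361, adjusted p = 0.139 with an estimated correlation). Of 27 genes typical of other tissues, 13 rose and 1 fell, over all probesets and adjusted over the list alone, with a median log2 change of 0.39 (camera adjusted p = 0.000131, adjusted p = 0.128 with an estimated correlation). Among them were TSHB, the β-subunit of thyroid-stimulating hormone, by 2.32, the milk protein CSN3 by 2.19, the enamel protein AMBN by 2.15 and the pancreatic hormone GCG by 1.69. Interleukins and inflammatory cytokines, the signals between immune cells, rose in 11 of 16 measured genes, and 11 adjusted over the list alone, with a median log2 change of 0.83 (camera adjusted p = 0.000173, adjusted p = 0.128 with an estimated correlation). The neutrophil attractant CXCL8 rose by 1.54 (standard error 0.179, adjusted p = 0.000539 from limma, 4 of 4 horses). Of 14 leukocyte markers, 5 rose and 1 fell, over all probesets and adjusted over the list alone, among them lysozyme (LYZ) by 2.17 and the common leukocyte antigen PTPRC by 0.89, and limma camera did not call this list (adjusted p = 0.093). Of 5 red blood cell markers, 2 rose, over all probesets and adjusted over the list alone, the heme enzyme ALAS2 by 0.83 and β-globin (HBB) by 0.78, and limma camera did not call the list (adjusted p = 0.226). Of 9 skin epithelium markers, the adhesion proteins DSC3, EPCAM and DSG1 rose by 1.66, 1.04 and 0.86 and KRT1 fell by 2.29, over all probesets and adjusted over the list alone (limma camera, adjusted p = 0.279). HBB and DSG1 were uncalled under each of 3 other scalings (0.39 to 0.54) and ALAS2 after quantile normalization (0.44). Also uncalled were HBB without E2 (0.67) or E3 (0.57), DSG1 without E1 (0.83), E2 (0.68) or E3 (0.78), and KRT1 without E1 (-1.63) or E4 (-1.66).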

The volcano plot of differentially abundant transcripts generated from microarray analysis is depicted in Fig. 2b. A total of 7,093 genes were DE with 3,623 genes up regulated and 3,470 genes down regulated. 

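On day 28 of the escalating dose, AK4, an adenylate kinase of the mitochondria, fell by 3.71 on the log2 scale (standard error 0.208, adjusted p = 6.51e-05 from limma, n = 4 horses), from 7.32 ± 0.307 (SD) to 3.61 ± 0.218 (SD). POLR3K, a subunit of RNA polymerase III, fell by 3.52, the ubiquitin ligase adaptor BTBD6 by 3.32, the prefoldin-like chaperone UXT by 3.31 and the developmental transcription factor HOXD8 by 3.29. The peptidyl-prolyl isomerase PPIA, the ubiquitin-like protein UBL4A and KGD4, of the mitochondrial oxoglutarate dehydrogenase complex, fell by 3.15, 3.15 and 3.12, each in 4 of 4 horses. Among brighter genes decreases were more frequent: of the 3056 probesets with a mean value between 6.42 and 13.5, 2012 were lower and 492 higher, with a median log2 change of -1.07. Of the 3056 probesets with a mean value between 3.21 and 3.64, the brightness group with the largest median rise, 1077 were higher and 106 lower, with a median of 0.30. Of the dimmest 3055 probesets (mean value 1.79 to 2.64), 130 were higher and 21 lower, with a median of 0.03. Limma called 13662 of 30559 probesets (44.7%), 7498 higher and 6164 lower. Of these, 8430 named a single gene. When only single-symbol probesets were tested, a setting chosen after the data were seen, 4042 were called higher and 5179 lower. With a fold change over 2 and an unadjusted p under 0.05, the count was 8090 probesets, 4306 higher and 3784 lower. The median change of all probesets was 0.08, and after each array was centred on its median it was -0.24 and 33.1% of the called probesets were higher (4965 higher, 10038 lower), against 54.9% without centring.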

Differentially expressed genes were divided into groups according to their Gene Ontology Biological Process descriptions (Table 1). 

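Of 69 cytosolic ribosomal proteins, the parts of the protein-making machinery, 64 fell on day 28 of the escalating dose and 5 did not pass the test, and 65 fell when adjusted over the list alone. Their median log2 change was -1.46 (camera adjusted p = 8.27e-17, adjusted p = 0.105 with an estimated correlation), and RPS19 fell by 2.85, RPL22 by 2.56 and RPL14 by 2.28. Of 37 proteasome subunits, which degrade proteins, 26 fell and 1 rose, and 28 fell and 1 rose when adjusted over the list alone (median -1.27, camera adjusted p = 5.08e-06, adjusted p = 0.392 with an estimated correlation). PSMB6 fell by 2.90 and PSMD8 by 2.07. Of 23 genes of oxidative phosphorylation, 22 fell, over all probesets and adjusted over the list alone (median -1.54, camera adjusted p = 1.39e-08, adjusted p = 0.105 with an estimated correlation), among them the complex III protein UQCRC1 by 2.43 and the complex I protein NDUFB8 by 2.27. Heat shock and oxidative stress genes fell in 13 of 16 cases, over all probesets and adjusted over the list alone (median -1.18, camera adjusted p = 0.000131, adjusted p = 0.314 with an estimated correlation), and the chaperone HSP90AA1 fell by 2.27 and the superoxide dismutase SOD1 by 1.85. Genes of muscle atrophy and proteolysis fell in 13 of 16 cases and rose in 1, over all probesets and adjusted over the list alone (median -1.31, camera adjusted p = 0.000277, adjusted p = 0.147 with an estimated correlation). FOXO3, a transcription factor of atrophy genes, fell by 1.92 and calpastatin (CAST), which inhibits calpains, by 1.79. Genes of muscle growth signalling fell in 10 of 15 cases and 11 adjusted over the list alone (median -0.85, camera adjusted p = 0.00133, adjusted p = 0.141 with an estimated correlation), among them IGFBP5 by 2.79, AKT2 by 1.89 and MTOR by 1.44. Of 14 circadian clock genes, 9 fell and 1 rose, and 11 fell and 1 rose when adjusted over the list alone (median -0.83, camera adjusted p = 0.00864, adjusted p = 0.413 with an estimated correlation), with NR1D2 lower by 2.09. Of 17 β-adrenergic and cAMP response genes, 7 fell and 1 rose, over all probesets and adjusted over the list alone, including the cAMP-dependent kinase PRKACA by 1.78 and the coactivator PPARGC1A by 1.16, and limma camera did not call the list (adjusted p = 0.0967). Endothelial markers moved with these groups: 9 of 12 fell, and 10 adjusted over the list alone (median -1.30, camera adjusted p = 0.000277, adjusted p = 0.378 with an estimated correlation), with PECAM1 lower by 2.78. Olfactory receptors moved the other way on the same arrays, with medians of 2.05, 2, 1.69 and 1.95 in E1, E2, E3 and E4. After cyclic loess the lists of oxidative phosphorylation, heat shock, atrophy, growth and clock genes had medians of -0.47, -0.39, -0.50, -0.67 and -0.39 and were no longer called, and PPARGC1A was at -0.03. After quantile normalization the clock list was at -0.74 and uncalled.

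**Figure D2:**
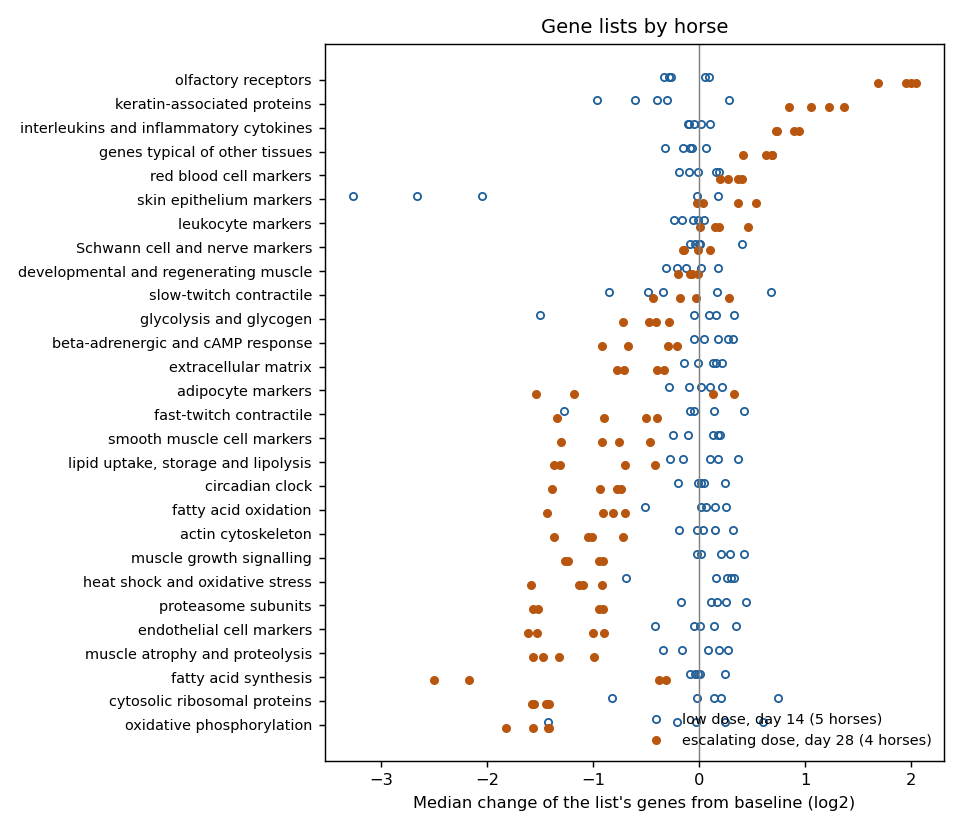
Median log2 change from baseline of each gene list (horizontal axis) in each horse, for the 28 lists (vertical axis). Filled points are the 4 horses on day 28 of the escalating dose and open points the 5 horses on day 14 of the low dose; the olfactory receptors lie between 1.69 and 2.05 in the escalating dose horses. Fast-twitch contractile, slow-twitch contractile and glycolysis genes change sign after cyclic loess, to 0.14, 0.86 and 0.21, and slow-twitch genes also after quantile normalization, to 0.49. Of these only the slow-twitch list is then called, as higher under both scalings.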

A total of 537 unique genes were identified and classified. The largest number of genes were regulation of cellular process related (247). 

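Of 19 genes of the actin cytoskeleton measured on day 28 of the escalating dose, 14 fell and 5 did not pass the test, over all probesets and adjusted over the list alone. Their median log2 change was -1.25 (camera adjusted p = 0.000361, adjusted p = 0.241 with an estimated correlation). ARPC2, of the complex that branches actin filaments, fell by 2.24 (standard error 0.203, adjusted p = 0.000217 from limma, 4 of 4 horses), cofilin (CFL1), which severs filaments, by 1.91, and the crosslinker ACTN4 by 1.84. Of 11 fast-twitch contractile genes, 7 fell, over all probesets and adjusted over the list alone, with a median of -0.58 (camera adjusted p = 0.0265, adjusted p = 0.392 with an estimated correlation). The Z-disc protein MYOZ1 fell by 1.85 and fast troponin C (TNNC2) by 1.15. Of 11 slow-twitch contractile genes, 2 rose and 2 fell, over all probesets and adjusted over the list alone (median -0.09, limma camera adjusted p = 0.876). The slow myosin light chain MYL2 rose by 0.53 and the Z-disc protein MYOZ2 by 0.57, whereas the LIM protein CSRP3 fell by 2.38 and the light chain MYL3 by 0.47. Of 16 genes of developing and regenerating muscle, 3 rose and 4 fell, over all probesets and adjusted over the list alone, with the myogenic factor MYF5 higher by 0.77 and MYF6 and MYOG lower by 1.62 and 1.22 (limma camera, adjusted p = 0.876). Glycolysis and glycogen genes fell in 9 of 18 cases, over all probesets and adjusted over the list alone (median -0.56, camera adjusted p = 0.025, adjusted p = 0.52 with an estimated correlation), and phosphorylase kinase (PHKG1) fell by 1.88. Smooth muscle markers moved with these groups and fell in 5 of 9 cases, over all probesets and adjusted over the list alone (median -0.76, camera adjusted p = 0.0287, adjusted p = 0.266 with an estimated correlation), with the pericyte marker RGS5 lower by 1.86 and smooth muscle actin (ACTA2) by 1.74. After cyclic loess the directions turned for MYL3 (0.76) and the medians of the fast-twitch (0.14), slow-twitch (0.86) and glycolysis (0.21) lists, and the medians of the actin cytoskeleton and smooth muscle lists were -0.60 and -0.71 and uncalled. MYL3 and the slow-twitch list were then called higher. After quantile normalization MYL3 was at 0.25 and uncalled, the slow-twitch median was at 0.49 and called higher, and the fast-twitch, glycolysis and smooth muscle lists were uncalled at -0.51, -0.36 and -0.87. The fast-twitch and smooth muscle lists were also uncalled after each array was centred on its median. With 1 horse left out, calls were lost for the fast-twitch and glycolysis lists without E3 (-0.57 and -0.55), MYL2 without E1, E2 or E4 (0.39 to 0.56), MYL3 without E1, E3 or E4 (-0.46 to -0.41) and MYOZ2 without E1 (0.50).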

Forty-three genes were actin-filament-based process related, 28 involved in muscle system processes and 10 related to striated muscle contraction.

**Table 1:** Differentially expressed genes of interest (*p* < 0.05) categorized according to the Gene Ontology biological process terms

Gene ontology biological process category	Number of genes
Regulation of cellular process	247
Localization	177
Proteolysis	172
Regulation of development	125
Death	117
Morphogenesis	116
Cell Adhesion	99
Biological Adhesion	99
Intracellular Transport	95
Homeostasis	74
Membrane Organization	72
Cell Differentiation	71
Cell Communication	58
Actin-Filament Based Process	43
Muscle System Process	28
Response Stimulus	20
Striated Muscle Contraction	10

A total of 537 unique gene identifiers were identified and classified in categories with a minimum of 6 members

Sixteen selected DE genes are listed in Table 2. 

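MYH2, the myosin heavy chain of fast oxidative fibers, had the largest decrease of all genes named by a single symbol, from 10.2 ± 0.955 (SD, n = 4 horses) to 5.2 ± 0.281 (SD, n = 4). This is a log2 change of -5.03 (standard error 0.314, adjusted p = 7.93e-05 from limma, lower in 4 of 4 horses). The cardiac and slow fiber myosin MYH7 was at 9.56 ± 0.511 at baseline and 9.95 ± 0.078 on day 28, a log2 change of 0.38 that did not pass the test (standard error 0.218, adjusted p = 0.202 from limma, higher in 3 of 4 horses). MYH7 was called after cyclic loess, at 1.37, and without horse E3, at 0.63. Perinatal myosin MYH8 rose by 0.83 (adjusted p = 0.0153 from limma) and MYH15 by 0.99 (adjusted p = 0.00186 from limma). The non-muscle myosins MYH9 and MYH10 fell by 1.27 and 0.49 (adjusted p of 0.00225 and 0.0495 from limma) and the smooth muscle myosin MYH11 by 1.08 (adjusted p = 0.0346 from limma). MYH8 was uncalled without horse E1 (0.73) or E4 (0.65), MYH11 without E3 (-0.67) or without E2, and MYH10 without any 1 of the 4 horses (-0.59 to -0.39). The fibrillar collagen gene COL1A1 fell by 0.80 (adjusted p = 0.0238 from limma), with no call without E1 (-0.60), E3 (-0.79) or E4 (-0.76), and MYH8 (0.50 to 0.55) had none under 3 other scalings. After cyclic loess COL1A1 was at -0.33 and uncalled, and MYH9, PMP22 and MYH15 were at -0.79, -0.58 and 0.62 and still called. The inflammatory cytokines IL1A and IL6 and the interleukin 31 receptor IL31RA rose by 1.75, 1.46 and 1.47, with standard errors of 0.175, 0.158 and 0.15 and adjusted p of 0.000305, 0.000408 and 0.000325 from limma, each in 4 of 4 horses. The desmosome protein DSC2 rose by 1.43 (adjusted p = 0.00111 from limma). The myelin protein PMP22 fell by 1.31 and PMPCA, the mitochondrial processing peptidase, by 1.33 (adjusted p of 0.000406 and 0.000366 from limma). These genes were chosen in the study from these arrays, so their direction is not independent evidence. Vomeronasal-type receptor symbols beginning with EQUCABV moved with the interleukins, with 25 of 27 higher and a median of 1.69, a family singled out after its values were seen.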

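On day 28 of the escalating dose, stearoyl-CoA desaturase (SCD), which makes mono-unsaturated fatty acids, was at 5.31 ± 0.183 (SD, n = 4 horses), against 9.01 ± 2.79 (SD, n = 4) at baseline. This is a log2 change of -3.70 (standard error 0.936, adjusted p = 0.0158 from limma, lower in 4 of 4 horses). Lipoprotein lipase (LPL), which releases fatty acids from plasma triglycerides, fell by 1.60 (standard error 0.463, adjusted p = 0.0275 from limma). Without horse E1 or E4, SCD was at -2.85 or -2.94 and LPL at -1.24 or -1.18, and none of these was called. The receptor kinase of the neuromuscular junction MUSK rose by 1.45 (standard error 0.187, adjusted p = 0.000843 from limma, 4 of 4 horses), and the collagenase MMP13 rose by 1.66 (standard error 0.19, adjusted p = 0.000503 from limma). The smooth muscle myosin light chain kinase MYLK had a log2 change of -0.14 (adjusted p = 0.528 from limma). Changes in COL3A1 and COL1A2, both genes of fibrillar collagens, were -0.76 (adjusted p = 0.156 from limma) and -0.11 (adjusted p = 0.636 from limma). Of 25 extracellular matrix genes, 14 fell and 4 rose, over all probesets and adjusted over the list alone (median -0.76, camera adjusted p = 0.025, adjusted p = 0.378 with an estimated correlation), with the proteoglycans LUM and BGN lower by 1.71 and 1.61. The control gene of the PCR, B2M, fell by 0.94 (standard error 0.138, adjusted p = 0.0015 from limma). After cyclic loess B2M was at 0.30 and uncalled and COL1A2 at 0.54 and called higher, and after quantile normalization B2M was at -0.21 and uncalled. The matrix list was uncalled without E4 (-0.66) and under quantile normalization, centring and cyclic loess (-1.08 to -0.29), and COL3A1 was called without E2 (-1.20). Adipocyte markers moved with SCD and LPL: in E1 and E4 the median of the 10 measured markers changed by -1.19 and -1.55, and in E2 and E3 by 0.33 and 0.13.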

Based on the results of the microarray analysis (greatest fold change and statistical significance) and previously reported effects of clenbuterol on skeletal muscle and lipid metabolism, 13 genes were selected for further analysis to quantitate the change in expression levels, relative to baseline, at several time points during the dosing period and following termination of clenbuterol administration.

**Table 2:** Selected differentially expressed genes utilizing an equine specific microarray following administration of an escalating dosing regimen (0.8 μg/kg, BID × 3 days; 1.6 μg/kg, BID × 3 days; 2.4 μg/kg, BID × 3 days; 3.2 μg/kg, BID for 21 days) to 6 exercised Thoroughbred research horses. For microarray analysis, baseline (pre-dose) transcript levels were compared to transcript levels on day 28

Gene symbol	Gene name	Fold change	*P* value (FDR corrected)
*MYH2A*	Myosin Heavy Chain 2A, skeletal muscle	−30.5	<0.001
*MYH7*	Myosin Heavy Chain 7, cardiac and skeletal	1.39	0.002
*MYH8*	Myosin Heavy Chain 8, skeletal muscle	1.86	0.014
*MYH9*	Myosin Heavy Chain 9, non-muscle	−2.60	0.001
*MYH10*	Myosin Heavy Chain 10, non-muscle	−1.31	0.028
*MYH11*	Myosin Heavy Chain 11, smooth muscle	−2.24	0.033
*MYH15*	Myosin Heavy Chain 15	2.10	<0.001
*ADRB2*	Adrenoreceptor, beta 2	−4.0	0.001
*COL1A1*	Collagen, type 1, alpha 1	−1.8	0.019
*IL1A*	Interleukin 1, alpha	3.42	<0.001
*IL6*	Interleukin 6	3.38	0.002
*IL31RA*	Interleukin 31, receptor A	2.77	<0.001
*DSC2*	Desmocollin 2	2.95	0.001
*PMP22*	Peripheral myelin protein 22	−2.5	<0.001
*PMPCA*	Peptidase alpha	−2.64	<0.001
*KRTAP20-2*	Keratin associate protein 20-2	7.32	<0.001

### Quantification of mRNAs using Taqman low density arrays (TLDA)

Genes selected for TLDA analysis included: β2-adrenergic receptor (*β2R*), myosin heavy chain 2 (*MYHC2A*), myosin heavy chain 7 (*MYH7*), myosin heavy chain 8 (*MYH8*), myosin heavy chain 15 (*MYHC15*), myosin light chain kinase (*MYLK*), muscle skeletal receptor tyrosine kinase (*MUSK*), collagen type 3A1 (*COL3A1*), collagen type 1A1 (*COL1A1*), collagen type 1A2 (*COL1A2*), matrix metalloproteinase 13 (*MMP13*), steroyl CoA desaturase (*SCD*) and lipoprotein lipase (*LPL*). Expression levels, relative to baseline, at each time during and post clenbuterol administration for genes analyzed using TLDA are depicted in Fig. 3.

**Fig. 3:**
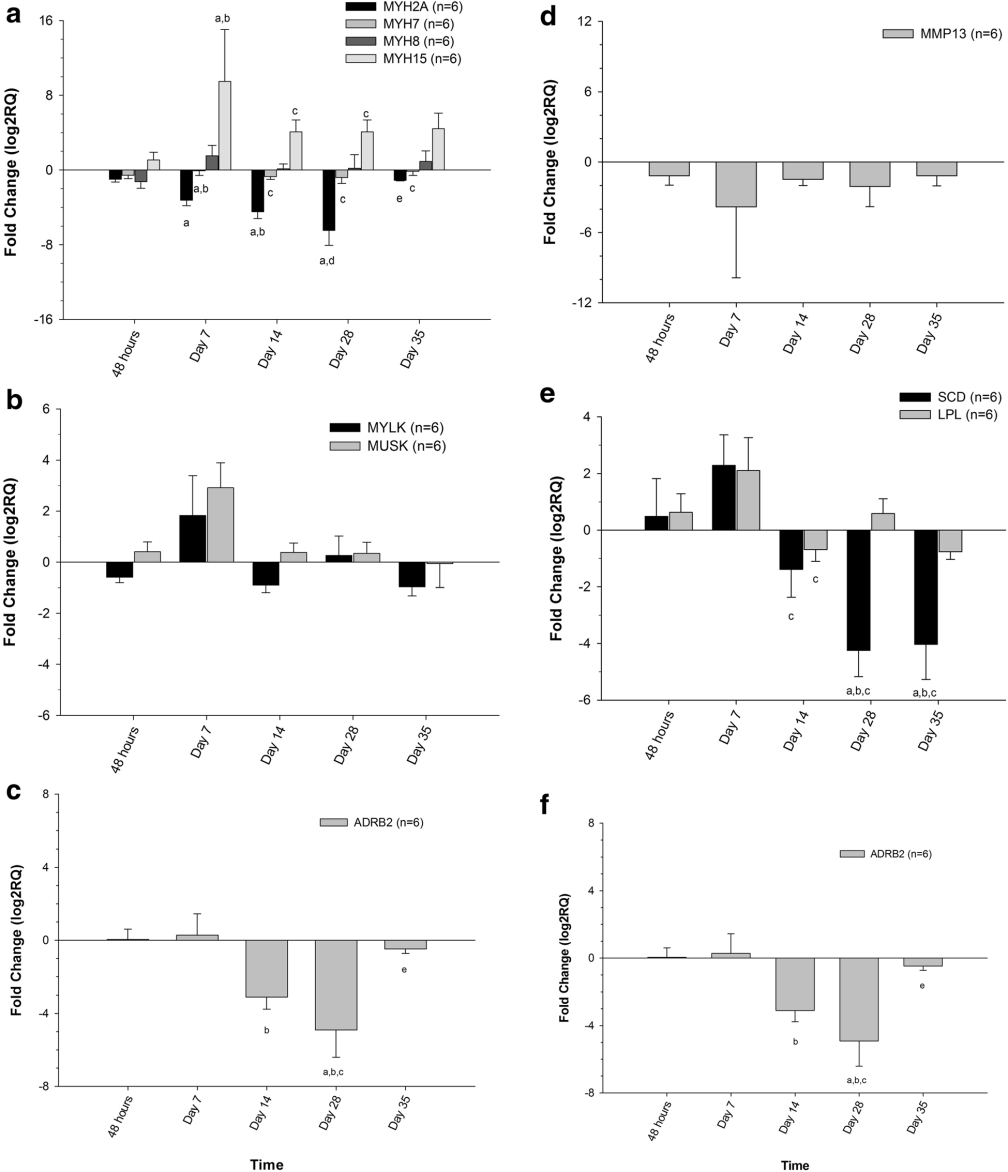
Mean relative expression (compared to baseline) of **a** myosin heavy chains (*MYH2A, MYH7, MYH8, MYH15*), **b** myosin light chain kinase (*MYLK*) and skeletal muscle receptor tyrosine kinase (*MUSK*), **c** collagen type 1A1 (*COL1A1*), collagen type 1A2 (*COL1A2*) and collagen type 3A1 (*COL3A1*), **d** matrix metalloproteinase 13 (*MMP13*), **e** steroyl CoA desaturase (*SCD*) and lipoprotein lipase (*LPL*) and **f** β2-adrenergic receptor ((*β2R*) in skeletal muscle following oral administration of clenbuterol at the high dose protocol (Ventipulmin®;0.8 μg/kg, BID for 3 days, 1.6 μg/kg, BID for 3 days, 2.4 μg/kg, BID for 3 days and 3.2 μg/kg, BID for 21 days) to 6 racing fit Thoroughbred horses. ^a^represents changes that are significantly different (*p* <0.05) from baseline (pre-treatment), ^b^represents changes that are significantly different (*p* <0.05) from 48 h, ^c^represents changes that are significantly different (*p* <0.05) from day 7, ^d^represents changes that are significantly different (*p* <0.05) from day 14, ^e^represents changes that are significantly different (*p* <0.05) from day 28, ^f^represents changes that are significantly different (*p* <0.05) from day 35

Of the 13 genes selected for TLDA analysis, 7 showed a similar significant change (up or down-regulation) in expression as that demonstrated on microarray analysis. While changes in expression were detected for the remaining 6 genes (*MYH8, MYLK, MUSK, COL3A1, COL1A2, MMP13 and LPL*) these were not deemed statistically significant.

*MYH2A* was significantly down-regulated, compared to baseline, on days 7, 14 and 28 post clenbuterol administration with transcript levels returning towards normal on day 35 (7 days post administration of the final dose). *MYH7* was also down-regulated starting on day 7 and continuing through day 35. On day 7, transcript was significantly different from baseline and 48 h and subsequent samples were significantly different from day 7 levels. On day 7, *MYH15* was significantly different from baseline and 48 h transcript levels and on days 14 and 28, it was significantly different from day 7. The only collagen gene affected following clenbuterol administration was *COL1A2* on days 14 (significantly different from baseline transcript levels) and 28 (significantly different from day 14). Although not significant, *SCD* transcript levels first increased relative to baseline (48 h and day 7). Starting with the day 14 sample and continuing through the final time point (day 35), *SCD* transcripts were significantly down-regulated compared to baseline. The β2 adrenergic receptor was up-regulated, although not significantly so at the first two time points (48 h and day 7). Significant down-regulation of the *β2R* gene was noted on days 14 (compared to 48 h), 28 (compared to baseline, 48 h and day 7) and 35 (compared to day 28).

## Discussion

Clenbuterol administration has been associated with changes in body composition including alterations in lipid metabolism and changes in skeletal muscle fibers [2–8]. Numerous studies have shown that these drug-induced alterations are a result of changes at the molecular level, namely changes in mRNA expression [11, 12]. Alterations in body composition, including a significant shift in the myosin heavy chain protein profile [6] and alterations in plasma leptin and adipopnectin concentrations [7] have been reported following clenbuterol administration to horses. However, to the best of the authors’ knowledge, this is the first report to describe temporal alterations in mRNA expression following clenbuterol administration to horses, using 2 commonly used dosing regimens.

As a means of providing a global overview of genes affected by clenbuterol administration, microarray analysis, comparing mRNA levels prior to drug administration to the levels at 2 weeks (low dose administration) or 4 weeks (escalating dose regimen) post drug administration was used. 

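Genes of muscle contraction and metabolism had small changes on day 14 of the low dose. The fast oxidative myosin MYH2 had a log2 change of -0.61 (standard error 0.233, adjusted p = 0.539 from limma, lower in 4 of 5 horses) and slow MYH7 one of -0.31 (standard error 0.2, adjusted p = 0.676 from limma, lower in 4 of 5 horses). The median log2 change was -0.22 for the 11 fast-twitch contractile genes (limma camera, adjusted p = 0.101), -0.12 for the 11 slow-twitch genes (limma camera, adjusted p = 0.0724) and -0.16 for the 23 genes of oxidative phosphorylation (limma camera, adjusted p = 0.0761). The 17 genes of the β-adrenergic and cAMP response had a median of 0.23 (limma camera, adjusted p = 0.0674), and the growth kinase AKT1 was higher in 5 of 5 horses by 0.74 (adjusted p = 0.483 from limma). In L5 the fast-twitch median was -1.28 and that of oxidative phosphorylation -1.43, against -0.09 to 0.42 and -0.21 to 0.60 in the other 4 horses, and without L5 the medians were 0.09 and 0.10. No gene in these 4 lists passed the test, over all probesets or adjusted over the list alone. Camera called the slow-twitch list without horse L4 (-0.14) or L5 (-0.33), the fast-twitch list without L2 (-0.27) or L4 (-0.42), the oxidative phosphorylation list without L1 (-0.26) or L4 (-0.40), and the β-adrenergic list without L1, L2 or L5 (0.16 to 0.36). The changes of the regimens, tested against each other in a fit of all 18 arrays, differed in 11179 probesets (6017 with the higher change at the escalating dose, 5162 with the lower), and day, dose and horses differ together in that comparison. The split turned to 3840 higher and 7930 lower after centring on the median, and to 3864 and 4269 after quantile normalization. After cyclic loess it stayed at 4677 higher and 3465 lower.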

No significant changes in gene expression were noted following administration of the chronic low dose protocol (0.8 ug/kg BID × 30 days). Conversely, following high dose chronic administration, significant changes were noted in genes coding for select myosin heavy chain isoforms, proteins involved in fatty acid metabolism and the β2 adrenergic receptor. 

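Of 14 genes of fatty acid synthesis, 7 fell on day 28 of the escalating dose and 7 did not pass the test, over all probesets and adjusted over the list alone (median -1.46, camera adjusted p = 0.0427, adjusted p = 0.556 with an estimated correlation). The desaturase FADS2 fell by 1.91, the elongase ELOVL5 by 1.50 and DGAT1, which forms triglycerides, by 1.11. Of 12 genes of lipid uptake, storage and lipolysis, 7 fell, and 8 adjusted over the list alone (median -1.14, camera adjusted p = 0.0114, adjusted p = 0.266 with an estimated correlation). FABP4, a fatty acid carrier of fat cells, fell by 2.34, the lipases MGLL and PNPLA2 by 2.11 and 1.72 and the fatty acid transporter CD36 by 1.63. Of 16 genes of fatty acid oxidation, 12 fell, and 13 adjusted over the list alone (median -1.01, camera adjusted p = 0.000293, adjusted p = 0.413 with an estimated correlation), with the acyl-CoA dehydrogenase ACADVL lower by 1.83 (standard error 0.145, adjusted p = 0.000138 from limma, 4 of 4 horses). Adipocyte markers moved with the synthesis and uptake genes in 2 of the 4 horses. The fat cell hormone ADIPOQ was at 10.6 in E1 and E4 and at 5.08 and 6.31 in E2 and E3 at baseline, and between 5.14 and 5.89 in all 4 horses on day 28. The fatty acid synthesis median changed by -2.17 in E1, -2.50 in E4, -0.32 in E2 and -0.38 in E3. Of the 10 adipocyte markers 1 rose and 1 fell, and 1 fell when adjusted over the list alone (limma camera, adjusted p = 0.367). When E1 and E4 were left out together, a setting chosen after the data were seen, the fatty acid synthesis median was -0.31 and the list was no longer called, as without E1 alone (-1.08) or E4 alone (-0.99). The synthesis list was also uncalled under each of 3 other scalings, the uptake list after quantile normalization (-0.84) and cyclic loess (-0.44), and the oxidation list after cyclic loess (-0.26). From the arrays and the follow-up PCR, the paper states that transcripts of myosin heavy chains, lipid enzymes and the β2-adrenergic receptor were altered after high doses. It states that no changes were seen at the low dose.

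**Figure D3:**
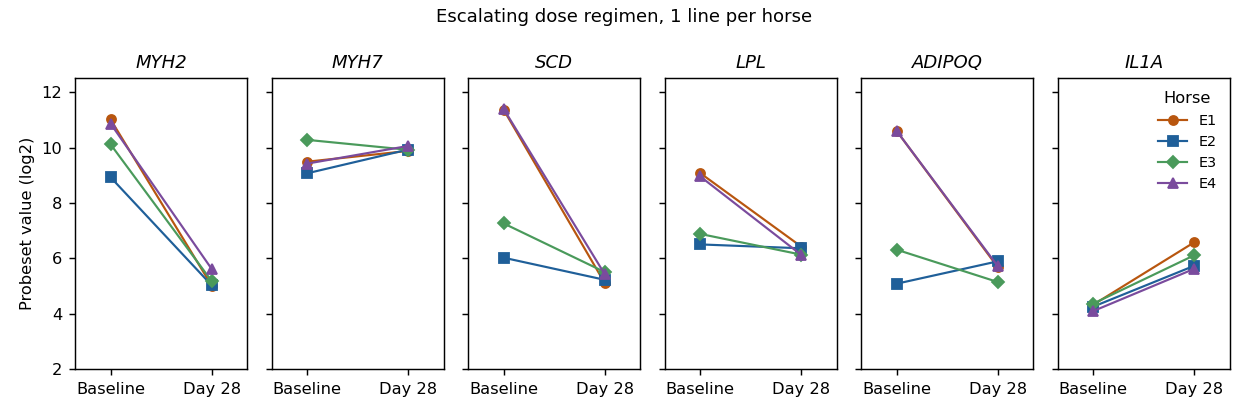
Probeset values (log2, vertical axis) of 6 genes at baseline and on day 28 of the escalating dose, 1 line per horse. MYH2 is lower on day 28 in all 4 horses, and ADIPOQ starts at 10.6 in E1 and E4 and at 5.08 and 6.31 in E2 and E3.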

The remainder of this discussion pertains to the high dose (escalating dosing) regimen.

### Skeletal muscle fibers

Myosins are actin-based motor proteins that function in the generation of mechanical force [19] and are responsible for producing contraction in muscle cells. There are a number of isoforms of myosin heavy chains and fiber type is dependent on the isoform that is present. Myosin heavy chains are encoded by a highly conserved multi-gene family and include isoforms such as 2A, 2B and 2X [19]. The *MYH2B* gene is not expressed in equine skeletal muscle [20]. Myosin heavy chain 7 is another member of the myosin family found primarily in cardiac but also in skeletal muscle [21] and encoded by the *MYH7* gene.

Alterations in the skeletal muscle fiber profile have been described following administration of β2 adrenergic agonists, including clenbuterol and ractopamine [11, 12, 22, 23]. At the protein level, this most commonly involves a shift from the MYH1 to the MYH2A and 2X fiber type [24–26]. In the current study, there was not a significant change in either *MYH1* or *MYH2X* gene expression on microarray analysis, therefore, these genes were not selected for further study. 

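No probeset on the array named MYH1, the gene of the fast 2X myosin heavy chain, alone. A probeset shared by MYH1, MYH4 and MYH2 was at 12.3 ± 0.154 (SD, n = 4 horses) at the escalating dose baseline and 12.0 ± 0.0746 (SD, n = 4) on day 28. Its log2 change was -0.23 (standard error 0.143, adjusted p = 0.24 from limma, lower in 4 of 4 horses). A probeset shared by MYH4 and MYH2 was at 3.01 ± 0.203 at baseline and had a log2 change of -0.23 (standard error 0.149, adjusted p = 0.264 from limma). Neither probeset passed the test, and neither can be assigned to MYH1 alone. Other sarcomeric myosins with a probeset of their own that did not pass the test were embryonic MYH3 (-0.21, adjusted p = 0.337 from limma), MYH7B (-0.06, adjusted p = 0.784 from limma) and MYH13 (0.20, adjusted p = 0.322 from limma). On the low dose the probeset shared by MYH1, MYH4 and MYH2 had a log2 change of 0.10 (adjusted p = 0.879 from limma).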

In a study similar to the currently reported one, ractopamine was administered to pigs, yielding similar results with respect to *MYH1* expression [22]. An apparent lack of agreement between expression of *MYH* transcripts and protein isoforms has been described previously in horses and was attributed to the presence of hybrid fibers [27]. Additionally, other investigators have theorized that fibers that have more than one MYH protein and only one transcript could be a result of fibers converting to the type corresponding to the expressed transcript [28–30].

A decrease in MYH2A protein levels has been demonstrated in horses following administration of clenbuterol [6]. Similarly, in the current study, *MYH2A* gene expression was significantly down regulated (relative to baseline). This was first observed on day 7 and continued throughout the dosing period with maximum effects on expression occurring on 28. This was also the time at which steady state clenbuterol concentrations post the final dose escalation, were achieved, suggesting a dose dependent effect. *MYH2A* levels were not significantly different from baseline at the last time point tested, which was 5 days after termination of dosing, further supporting a dose dependent effect.

### Genes involved in lipid metabolism

SCD is responsible for converting fatty acids into mono-unsaturated fatty acids in mammalian adipocytes [31]. Up-regulation of the *SCD* gene in skeletal muscle has been associated with abnormal lipid partitioning and obesity in humans and lower levels of SCD with a leaner body type [32]. β2 adrenergic agonists have demonstrated effects on lipid metabolism [12], including down-regulation of *SCD*. This has been demonstrated in pigs following 4 weeks of treatment with ractopamine (25 mg/kg BID; [12]). In the current study, *SCD* mRNA expression decreased starting on day 14 and continued until 7 days post clenbuterol administration (day 35). This time course is highly suggestive of a dose-dependent effect as no effects on *SCD* were observed following chronic low dose administration (0.8 ug/kg BID × 30 days). Furthermore, following administration of the escalating non-responder dosing regimen, significant effects were not observed until day 14, after significant drug accumulation had occurred.

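In the low dose horses, SCD had a log2 change of -0.59 on day 14 (standard error 0.528, adjusted p = 0.77 from limma, lower in 4 of 5 horses). Its change at the escalating dose differed from this by -3.11 (adjusted p = 0.0614 from limma), which did not pass the test. LPL had a log2 change of 0.02 at the low dose (adjusted p = 0.987 from limma), and its changes in the regimens differed by -1.61 (adjusted p = 0.0292 from limma). The 14 genes of fatty acid synthesis had a median change of 0.01 at the low dose (limma camera, adjusted p = 0.921), the 12 genes of lipid uptake, storage and lipolysis one of -0.06 (limma camera, adjusted p = 0.921) and the 16 genes of fatty acid oxidation one of 0.07 (limma camera, adjusted p = 0.988), and no gene of these lists passed the test over all probesets or adjusted over the list alone. The adipocyte marker ADIPOQ was between 3.46 and 5.55 at baseline in the 5 horses and between 3.21 and 5.45 on day 14. From the lack of an effect on SCD at the low dose and the time course of SCD by PCR, the paper proposes a dose-dependent effect.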

### β2- adrenergic receptor

Chronic administration of β2-adrenergic agonists has been associated with down-regulation of the β2-adrenergic receptor in humans [33] and horses [34]. In conjunction with this down-regulation, a number of investigators have noted a decrease in *β2R* mRNA [34]. Decreased levels of *β2R* mRNA has been reported in fast twitch muscle fibers in rats following clenbuterol administration [33, 35] and in pigs following long-term ractopamine administration [22]. In the current study, *β2R* mRNA levels were unaffected following low dose clenbuterol administration, however, following administration of the escalating dosing protocol, mRNA levels decreased significantly by days 14 and 28. Abraham and colleagues [34] demonstrated a down-regulation of β2-adrenergic receptors following chronic clenbuterol administration and theorized that this provided an explanation for variable sensitivity of horses with chronic obstructive pulmonary disease to β2-adrenergic agonists as well as the development of tolerance with long term treatment. Similarly in the current study, decreased *β2R* mRNA expression as a result of high dose chronic clenbuterol administration may lead to down-regulation of β2-adrenergic receptors and offer an explanation for the decreased expression of *MYH, MYLK, MUSK, ACD* and *LPL*. By day 35 (7 days post termination of drug administration), *β2R* levels had returned towards baseline levels, presumably due to decreasing concentrations of clenbuterol.

## Conclusion

In the current study, we describe changes in gene expression in skeletal muscle following chronic administration of clenbuterol to horses. Changes in gene expression were not noted following administration of therapeutic low doses, however, following chronic administration of high doses of clenbuterol alterations were noted in transcripts encoding various myosin heavy chains, lipid metabolizing enzymes and the *β2R*.

## Abbreviations

β2R, β2-adrenergic receptor; BID, Twice a day; cAMP, cyclic adenosine monophosphate; COL1A1, collagen type 1A1; COL1A2, collagen type 1A2; COL3A1, collagen type 3A1; DE, differentially expressed; FDR, false discovery rate; GEO, gene expression omnibus; LPL, lipoprotein lipase (LPL); MMP13, matrix metalloproteinase 13; MUSK, muscle skeletal receptor tyrosine kinase; MYH7, myosin heavy chain 7; MYH8, myosin heavy chain 8; MYHC15, myosin heavy chain 15; MYHC2A, myosin heavy chain 2; MYLK, myosin light chain kinase; PKA; protein kinase A; RMA, robust multichip analysis; SCD, steroyl CoA desaturase; TLDA, taqman low density arrays

How the deposited data were processed for this re-analysis (not part of the article)

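Superficial gluteal muscle RNA was measured on 18 EquGene-1.0-st arrays. These were from 5 horses (L1 to L5) at baseline and on day 14 of the low dose, and from 4 other horses (E1 to E4) at baseline and on day 28 of the escalating dose. The authors made the log2 values from the scanned arrays by RMA in Affymetrix Expression Console, as their methods and the deposited record state, and gave no version for it. RMA as a method consists of background correction, quantile normalization and median polish, and the paper's methods do not list these steps. They filtered genes by fold change and an analysis of variance with Transcriptome Analysis Console 3.0, and in R they compared each probeset with baseline in the same horse by a paired test, with p-values adjusted by the method of Benjamini and Hochberg. The record does not say which arrays were normalized together, and the arrays of the regimens lie on different scales. The scanned images were not used here, so the RMA step was not repeated.

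The deposited values of 30559 probesets were analysed as they are in R 4.3.3 with limma 3.58.1. One value was missing, and fits with that array used 30558 probesets. Gene symbols came from the platform annotation, and the probeset with the highest mean over the 18 arrays stands for a gene with several. Each regimen was fitted on its own arrays with horse as a block and moderated variances, two-sided, and p-values were adjusted by the method of Benjamini and Hochberg. A probeset with an adjusted p under 0.05 was called. Probesets with an unadjusted p under 0.05 and a fold change over 2, the thresholds in the paper's methods, were counted as well. The changes of the regimens were compared in a fit of the 18 arrays, and the baselines of the regimens were compared with each other.

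The 28 gene lists cover fast-twitch and slow-twitch contractile genes, developmental and regenerating muscle, the β-adrenergic and cAMP response, atrophy, growth signalling, fatty acid synthesis, lipid uptake, fatty acid oxidation, oxidative phosphorylation, glycolysis, extracellular matrix, actin cytoskeleton, endothelial, smooth muscle, adipocyte, leukocyte, red blood cell, Schwann cell and skin markers, interleukins, genes typical of other tissues, heat shock, the circadian clock, ribosomal proteins, proteasome subunits, olfactory receptors and keratin-associated proteins. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Named genes are those the paper names, the 10 largest changes in each direction among called genes that moved the same way in every horse (or the 3 smallest p-values in each direction where there was no call), and up to 4 genes of each list with the smallest p at the escalating dose. The values in the paper's tables had been seen when this rule was written.

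The alternatives were a filter that keeps 50% of the probesets by mean, quantile normalization, median centring and cyclic loess, trended and robust variances, array weights, no block, the paired and unpaired tests of the methods, a fit of all 18 arrays, and leaving out each horse in turn. Leaving out L4 and L5 together, leaving out E1 and E4 together, and testing only probesets with a single symbol were added after the data were examined. In tests on simulated data with 100 changed probesets of each size, 25 were recovered at a log2 change of 1 in either regimen, and 83 (low dose) and 77 (escalating dose) at a log2 change of 2. So few changes make the adjusted threshold stricter than at the escalating dose, where 44.7% of probesets were called, so these shares do not give the sensitivity there. Arrays give no counts, so there is no sequencing depth. The number of horses and the background signal of dim probesets limit the precision. The PCR and plasma measurements were not analysed here.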

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

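The tests on genes of other tissues as a measure of genomic DNA, on olfactory receptors in undosed arrays and on SCD in horses E2 and E3, and the leaving out of 2 horses together, were chosen after the results were seen.

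On day 28 of the escalating dose bright probesets were lower and moderately dim probesets higher, while the dimmest 3055 had a median change of 0.03. The olfactory receptor list, which muscle does not need, had a median log2 change of 1.89. This receptor median fits an array-wide shift that raises genes silent in muscle, such as more background signal or poorer RNA, as a candidate explanation. The change of 0.03 in the dimmest probesets and the median of 0.39 for genes typical of other tissues argue against background added alike to all silent genes. The paper states that only RNA at or above a set integrity score was used. In undosed arrays the difference of L4 and L5 from L1 to L3 at baseline had a correlation of 0.387 with the escalating dose change. This passed the limit set beforehand against the drug as the only source of the whole pattern. It shows that a partly similar difference can arise between arrays without the drug. Since it comes from other horses, it cannot tell whether the drug was the only source in E1 to E4. The olfactory receptor median of this difference was 0.12, so for the rise of these receptors the drug as the only source stays open as well. A brightness trend as the whole cause is argued against by the 68.7% of calls still called in the same direction after cyclic loess, and genomic DNA adding alike to all silent genes by the median of 0.39 for genes typical of other tissues. An effect of the drug stays open, since dose, day and arrays change together.

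SCD and LPL were lower on day 28 of the escalating dose, and baseline adipocyte markers were higher in E1 and E4 than in E2 and E3 by a median of 1.56 (log2; 1.555). This fits fat tissue in the baseline biopsies of E1 and E4 as a candidate explanation of the size of the fall, and the paper reports no such difference. Fat in those biopsies as the whole cause is argued against for SCD by horses E2 and E3, where the smaller fall was -0.8. The drug and the array-wide fall of bright probesets (median -1.07 for the brightest 3056) both stay open as sources of the fall in E2 and E3.

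At the low dose limma called 0 probesets (2666 at an unadjusted p under 0.05), and with L4 and L5 left out it called 178. This fits the 2 horses with compressed arrays as a source of the absence of calls. The 178 probesets hold 41 named genes, of which 40 were lower, including keratinocyte genes (KRT1, DSC1) and olfactory receptors (OR4D11F, OR2T66). The lower and higher calls had median escalating dose changes of 0.88 and -3.25. Some called probesets had identical values (such as several at -3.63), so these medians count some signals more than once. Across all probesets the changes of L1 to L3 had correlations of -0.387 to -0.217 with those of the escalating dose horses. A difference between arrays that runs against the escalating dose change therefore stays open too. Skin in the baseline biopsies of L1, L2 and L3 may be the source for the keratinocyte genes. Before any drug the skin marker list had medians of 4.78, 4.76 and 4.82 in these horses and 2.33 and 2.18 in L4 and L5. On day 14 the medians lay between 1.93 and 2.28 in all 5 horses, and L4 and L5 changed by -0.02 and 0.18. The high baseline levels in L1 to L3 preceded the first dose, so the drug cannot be their source by design. They do not tell what caused the fall by day 14. A further list of 20 measured keratinocyte genes had a median change of -0.62 in those horses (quartiles -1.02 and -0.33). This median lay between the limits set beforehand for and against skin in those baseline biopsies, so the test of that explanation was inconclusive. Since this list leaves out called genes, it also cannot tell whether the drug added to the fall.

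Other splits of the arrays bear on the counts. For the escalating dose, 1 of 35 unpaired splits, the real one, gave as many calls (13989, against 1 at most), which excludes chance only for a comparison that ignores the horses. Within horses 1 of 8 swaps did (13662, against 0), and 8 are too few for a share under 0.05. At the low dose the real count is 0, which every split equals or exceeds, so the 16 of 16 swaps (1 call at most) and 100 of 100 unpaired splits (7212 calls at most) say nothing about chance. The 7212 calls came from a split with the 4 arrays of L4 and L5 on one side, which points to a structure of the samples. For the difference between regimens 1 of 100 splits gave as many calls (11179, against 8134 with L1 to L4 against the others). This excludes chance for that count, although regimen, day, horses and array scale change together. For the baselines 1 of 100 did (27180, against 18616), but array medians were 2.5 to 2.69 in one regimen and 4.06 to 4.22 in the other. The real split follows this offset, so the baseline count does not exclude chance for differences beyond the scale. After quantile normalization 13.3% of the baseline calls kept their call and direction.

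A horse stood apart from the others of its group in 7 of 108 groups of values, and chance gives about 1 in 20. At the low dose these were L4 for MYH7 (0.5) and the fatty acid synthesis list (0.245), and L5 for MYH8 (0.86) and the glycolysis (-1.5), Schwann cell (0.4) and heat shock (-0.695) lists. At the escalating dose it was E2 for PMP22 (-1.06).

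The change at the escalating dose minus that at the low dose passed the test in 15 of 22 genes the paper names, against 11179 of 30558 probesets (36.6%). The paper chose genes partly for their change on the escalating dose arrays, so this count is not independent evidence. Day, dose and horses differ together in this comparison. In the 15 genes the difference went both ways. The difference was negative for MYH2 (-4.42), LPL (-1.61), PMPCA (-1.53), PMP22 (-1.37), MYH11 (-1.28), COL1A1 (-1.25), MYH9 (-1.14) and B2M (-0.86). It was positive for IL1A (1.85), DSC2 (1.81), IL31RA (1.75), MMP13 (1.57), IL6 (1.45), MUSK (1.36) and MYH15 (0.91).

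Lists the paper does not discuss were called by camera and not with an estimated correlation. Of those that follow, fry called the lists at the escalating dose and none at the low dose. At the low dose they were skin (-1.48), keratin-associated proteins (-0.28), olfactory receptors (-0.16) and genes typical of other tissues (-0.12). At the escalating dose they were oxidative phosphorylation (-1.54), ribosomal proteins (-1.46), atrophy (-1.31), endothelial (-1.30), proteasome (-1.27), heat shock (-1.18), growth (-0.85), clock (-0.83), smooth muscle (-0.76), glycolysis (-0.56; 0.21 after cyclic loess), genes typical of other tissues (0.39), keratin-associated proteins (1.15) and olfactory receptors (1.89).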

How the results depend on the processing

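Leaving out L4 and L5 together and E1 and E4 together and testing single-symbol probesets were chosen after the results were seen. Except where a construction is named, the cause was not tested.

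At the low dose limma called 0 probesets (2666 at an unadjusted p under 0.05), and 0 without any 1 horse. A paired test of each probeset alone called 2 (2 higher), a fit of all 18 arrays 5 (2 higher, 3 lower), and limma without L4 and L5 178 (15 higher, 163 lower). The 385 probesets at the methods' thresholds became 676 with array weights, 176 in the paired test, 206 in the unpaired analysis of variance, 59 among single-symbol probesets (fewer tested), 894 without L4 and L5, and 378 to 596 without 1 horse (586 without L4, 596 without L5). The 4 lists called became 0 with an estimated correlation, 0 with fry, 2 when dim probesets were filtered, and 3 to 9 without 1 horse (7 without L2, 8 without L4, 9 without L5). Without L5 the heat shock (0.26), ribosomal (0.33) and proteasome (0.24) lists were called higher, and without L2 or L4 the glycolysis list lower (-0.23 and -0.28).

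At the escalating dose 13662 calls became 8389 in the paired test (4528 higher, 3861 lower), 8040 with a fold change of at least 2 (4278 higher, 3762 lower), and 11079 to 12136 without 1 horse. When dim probesets were filtered, 3457 calls were higher and 5662 lower (37.9% higher). Among single-symbol probesets 4042 were higher and 5179 lower (43.8% higher), with fewer tested in both settings. The main analysis had 7498 higher and 6164 lower (54.9% higher), so its excess of higher calls was not found among brighter or single-symbol probesets. After centring on the median 4965 were higher and 10038 lower, and centring lowers every change because the array medians were higher on day 28. At the methods' thresholds the count was 4877 among single-symbol probesets (fewer tested), against 8090. Of the 13662 calls, 77.4% kept their call and direction after quantile normalization, 81.5% after centring and 68.7% after cyclic loess, where 73 were called the other way. The 20 lists called became 0 with an estimated correlation and 22 with fry. They became 13 when dim probesets were filtered, 14 after quantile normalization, 16 after centring, 8 after cyclic loess, and 18 to 20 without 1 horse.

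Calls of the fast-twitch, fatty acid synthesis, extracellular matrix and smooth muscle lists were lost after each of these 3 scalings, those of the lipid uptake, glycolysis and clock lists after quantile normalization and cyclic loess, and those of the atrophy, growth, fatty acid oxidation, oxidative phosphorylation, actin and heat shock lists after cyclic loess.

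Cyclic loess turned B2M (0.30), CLK4 (0.65), COL1A2 (0.54), LDHA (0.0895), MYL3 (0.76), MYLK2 (0.0147), and the fast-twitch (0.14), slow-twitch (0.86) and glycolysis (0.21) lists. Of these CLK4, COL1A2, MYL3 and the slow-twitch list were then called higher. Quantile normalization turned MYL3 (0.25, uncalled) and the slow-twitch list (0.49, called higher). Over all alternatives the named genes at the escalating dose kept their direction and their side of the threshold (called or not) in 1470 cases, lost the call in 110, gained one in 21 and turned in 7, and the lists did so in 296, 58, 5 and 4.

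The difference between regimens went from 11179 (6017 higher, 5162 lower) to 6815 when dim probesets were filtered (1928 higher, 4887 lower), 6960 without a block and 9187 to 12239 without 1 horse. It was 8133 after quantile normalization (3864 higher, 4269 lower), 11770 after centring (3840 higher, 7930 lower) and 8142 after cyclic loess (4677 higher, 3465 lower). The baseline comparison went from 27180 to 13201 (dim filter), 6365 (quantile), 12054 (centring), 8513 (cyclic loess) and 26011 to 27985 without 1 horse. In simulated data with these numbers of horses, 25 of 100 changes of 1 (log2) were recovered in either regimen, and of 100 changes of 2, 83 at the low dose and 77 at the escalating dose. Few probesets were changed in the simulation, which makes the adjusted threshold stricter than at the escalating dose, where 44.7% of probesets were called. The recovered shares therefore do not give the sensitivity of the escalating dose comparison.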

Differences from the paper's values

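For the low dose the paper gives 114 differentially expressed genes, and 385 probesets had an unadjusted p under 0.05 and a fold change over 2 here. These are the thresholds in the paper's methods, which apply them with an analysis of variance. The paper counts genes, not probesets. None of the alternatives set before the data were examined reached its value: they gave 176 (paired test of each probeset) to 676 (array weights), and leaving out 1 horse gave 378 to 596. Testing single-symbol probesets, chosen after the values were seen, gave 59, and leaving out L4 and L5 together, also chosen after, gave 894.

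For IL6 at the escalating dose the paper gives a fold change of 3.38, and it was 2.75 here. Of the alternatives set before the data were examined, leaving out E1 (2.81) or E3 (2.92) came within the spread of the paper's value, and quantile normalization (2.26), centring (2.20), cyclic loess (2.18), no block (2.75), the paired test (2.75) and leaving out E2 (2.52) or E4 (2.75) did not. Leaving out E1 and E4 together, chosen after the values were seen, came within it too (2.85), and dropped the calls of MYH8, MYH10 and COL1A1 among the paper's genes and that of LPL. A gene differs here if its sign is the other one. It also differs if its log2 gap from the paper's value exceeds the standard deviation of its change between horses. By this rule the other 13 of 14 compared genes of Table 2 did not differ, and 14 of 14 had the same sign. The rule is lenient for genes with a wide spread, such as MYH11 (standard deviation 0.93). It takes no account of calls, so MYH7 passed it though it was uncalled here.

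The paper lists MYH7 among the changed genes of the arrays. Here it was higher by 0.38 (adjusted p = 0.202 from limma, n = 4 horses) and uncalled, and it was called after cyclic loess (1.37) and without E3 (0.63). By PCR the paper reports MYH7 as lower than baseline, the opposite direction to its own arrays and to the value here. The discussion describes lower MUSK and MYLK. The paper measured both by PCR in 6 horses with B2M as the control gene, and its results do not count their changes as statistically significant. On the arrays, a different measure in 4 horses, MUSK rose by 1.45 and MYLK was at -0.14 and uncalled.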

Other observations

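The correlations between horses and the levels of KRT1 in single horses were looked at after the results were seen.

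Most gene lists had medians near 0 on day 14 of the low dose, and limma camera called none of those that follow. The medians were 0.14 for growth signalling, 0.12 for proteasome subunits, 0.07 for Schwann cell markers and the actin cytoskeleton, 0.06 for extracellular matrix and the circadian clock, 0.03 for heat shock genes, 0.01 for red blood cell markers, and 0.00 for developmental muscle and smooth muscle genes. They were -0.01 for ribosomal proteins and leukocyte markers, -0.02 for atrophy genes, endothelial markers and adipocyte markers, -0.03 for interleukins and -0.12 for glycolysis genes (0.16 without L5). At the escalating dose the Schwann cell markers had a median of -0.03, with 1 of 8 higher (S100B, by 1.03) and 2 lower, over all probesets and adjusted over the list alone, and camera did not call them while fry did.

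The changes of the 4 escalating dose horses had correlations of 0.778 to 0.855 with each other across probesets, and those of L1 to L3 of 0.373 to 0.436. L4 and L5 had correlations of -0.0158 to 0.0459 with the other low dose horses. With the escalating dose horses, L1 to L3 had correlations of -0.387 to -0.217, L4 of -0.0254 to 0.000308 and L5 of 0.124 to 0.132. After the group changes were removed, a horse's baseline and later arrays correlated with each other less than with another horse's in E3 (-0.0223 against 0.107), E4 (-0.00204 against 0.0389), L1 (0.505 against 0.519), L3 (0.561 against 0.616) and L4 (0.42 against 0.504), and more in E1, E2, L2 and L5. KRT1 at baseline was at 6.9 and 7.12 in E1 and E4, the horses with high ADIPOQ, and at 3.8 and 2.82 in E2 and E3.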
